A study of Homo sapiens with 8 samples. Its data were reported in "Nickel-induced transcriptional changes persist post exposure through epigenetic reprogramming" (2019).

How the data were processed

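Gene expression was measured by RNA-Seq in 8 libraries of BEAS-2B cells, 2 biological replicates in each of 4 groups (UT, Ni-E, Ni-W and HCl3). Groups were taken from the sample labels, and replicates from the suffix that the labels give to the repeat library of each group. The authors aligned the reads to the human genome (hg19) with STAR, removed reads with several alignments, and obtained read counts per RefSeq gene with the BioWardrobe system. From these counts the authors also derived the deposited RPKM values, in which the reads of a gene are scaled to its length and to the mapped reads of the library, rounded to 2 decimals. Whether the strand of a read was used in counting was not stated. Each library was deposited on its own, without pooling, and listed 25411 genes with their hg19 chromosome, start and end. A value covers all exons of the listed transcripts of a gene, so no value belongs to a single exon, intron or UTR. No gene symbol was listed more than once (duplicated gene symbols: 0).

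The deposited counts were tested without further correction in R 4.3.3. Each pair of groups was fitted with DESeq2 1.42.0 (median-of-ratios size factors, two-sided Wald test, independent filtering, Benjamini-Hochberg adjustment), with only the 4 libraries of that pair in the fit. A gene was called differentially expressed at an adjusted P value under 0.05 with a change of at least 1.5-fold, which follows the thresholds of the study's methods. Since each group has 2 libraries, adjusted P values rest on a spread that DESeq2 shares across genes, and no regrouping of 4 libraries can give a P value under 0.05 for a single gene. The classes, the shares and the agreement between groups were counted from these calls, with 95% Wilson intervals for the shares. These intervals treat genes as independent, which they are not, and leave out the spread between libraries. The spread between replicates was estimated with edgeR 4.0.16 from genes with a mean count of at least 10. Totals of counts per library set the precision of low values. The level given by 3 reads was used as a floor, and a fold change against a group at or under the floor in each library was computed against the floor and is given as a lower bound. Reads carried no molecular identifiers, so floors cover counting error only, and the intervals do not cover the spread between libraries.

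Genes named in the text follow a rule set in advance. They are the examples used by the study, members of 4 fixed lists, and for each class the 2 genes with the largest log2 fold change among those with a mean normalized count of at least 50 and each treated library on the same side of both UT libraries. The same rule gave the 2 largest changes each way between HCl3 and Ni-W. The tests, thresholds, lists, most of the alternatives and this rule were chosen before the data were examined. List medians were placed among 10000 random lists of the same size drawn within 20 bins of mean expression. For positions along the chromosomes, genes with a mean normalized count of at least 50 were grouped into 10 Mb windows. GC content was taken from the longest GENCODE transcript of the same symbol or RefSeq identifier, which gave a value for between 99.0 and 99.1% of the expressed genes, and length from the ratio of counts to RPKM. For gene calls and gene lists, trends with GC content and length were removed per library through DESeq2 normalization factors. For windows, the trends were instead removed from the log2 fold changes of each comparison, without a new DESeq2 fit.

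Calls were repeated with the edgeR quasi-likelihood test, with limma 3.58.1 on log2(RPKM + 1) and log2(RPKM + 0.1), with TMM size factors, with all 8 libraries in one fit, with genes of a mean count of at least 10, at 2-fold or with no fold threshold, with libraries thinned to the smallest total (26383920 reads), with the replicate suffix as a block, and without each replicate in turn. Added after the data were seen were a minimum mean RPKM of 1, the crossed replicate block where same-suffix deviations had an r under -0.1, subtraction of the median of each window, removal of the GC and length trends alone and with the block, the block and the GC and length correction for the gene lists, and HCl3 in place of Ni-W in the classes. The pairing of replicates comes from the repeat suffix in the labels alone.

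The procedures were tested on simulated data, with counts drawn for the 25411 genes and 200 genes changed. Counts came from a negative binomial model, which DESeq2 and edgeR themselves assume. The changed genes had a mean count of at least 100 and changed 2-fold or 3-fold. Recovery and false calls therefore do not carry over to smaller changes or to genes with few reads. DESeq2 recovered 196 of the 200 with 0 false calls, edgeR 198 with 3 false calls, and limma on RPKM values 93 with 5 false calls. When a GC trend was planted, DESeq2 gave 401 false calls, and 1 after the trend was removed. The trend was planted alike in both Ni-E libraries, whereas the real UT replicates differed from each other along GC content. Windows shifted on simulated data numbered 8 of 8 on a chromosome that had been raised and 0 elsewhere. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Chromatin data, cells examined soon after wash-out and other cell lines of the study were not analysed here.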

Results

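RNA-Seq was carried out on BEAS-2B cells, an immortalised line of human bronchial epithelial cells that is widely used to model the lining of the airway. Read counts per gene were analysed from 8 libraries, which the labels placed in 4 groups of 2 biological replicates. Untreated cells (UT) served as the control. Nickel-exposed cells (Ni-E) had been kept in 100 µM NiCl2, a soluble nickel salt, for 6 weeks. Nickel-washed-out cells (Ni-W) had the same exposure, after which clones grown from single cells were expanded without nickel for more than 6 months. The remaining group, HCl3, carried the same treatment text as Ni-W, and its labels gave neither its time without nickel nor its relation to Ni-W. The labels numbered both Ni-E libraries as experiment 2 and the HCl3 libraries as experiments 3 and 4, with no number for UT or Ni-W, so an experiment and a group could not be told apart. Total counts were 37469371 and 26383920 reads in UT, 34604295 and 33985930 in Ni-E, 45692298 and 31141364 in Ni-W, and 36742903 and 38462224 in HCl3. The smallest level counted as seen, 3 reads in a library, corresponded to between 6.57e-06 and 1.14e-05% of the reads.

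Replicates were compared first, because the spread between them sets how many genes a comparison can call. The 10 genes with the most reads took between 3.24 and 3.87% of the counts of a library. Pearson's r of log2 normalised counts, computed across 13856 genes with a mean count of at least 10, was 0.990 to 0.994 between replicates and 0.937 to 0.983 between libraries of different groups. Genes are not independent replicates, so these coefficients describe the libraries only. Counts of the 2 replicates differed by more than sampling noise in each group, with chi-square values per degree of freedom of 23.8 in UT, 17.4 in Ni-E, 12.6 in Ni-W and 5.17 in HCl3, and no library was a copy of another. The biological coefficient of variation, the square root of the edgeR common dispersion, was 0.101 in UT, 0.0951 in Ni-E, 0.0696 in Ni-W and 0.0452 in HCl3. The SD between replicates of log2(RPKM + 1), taken in its place, was 0.0861 in HCl3. That SD is in log2 units and keeps counting noise, so its distance from the coefficient of variation is partly a change of scale. In a principal component analysis of the 8 libraries, component 1 held 65.3% of the variance and separated UT and Ni-E from Ni-W and HCl3, and component 2 held 14.5% and separated UT from Ni-E.

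The comparison of Ni-E with UT asked which genes changed while nickel was present. Among 14478 genes tested with DESeq2, 1679 had an adjusted P value under 0.05 and 840 of these also changed by at least 1.5-fold, 543 of them upward and 297 downward. Their median absolute log2 fold change was 0.99, and the median standard error was 0.22. The edgeR test called 1044 genes, of which 819 were shared with DESeq2. The alternative that moved this count most was limma on log2-transformed RPKM values, which called 0 genes with a pseudocount of 1 or of 0.1. At an unadjusted P value under 0.05, limma found 556 genes past 1.5-fold with a pseudocount of 1 and 1523 with 0.1. With the replicate suffix as a block, DESeq2 called 491 genes. Deviations of the Ni-E and UT libraries with the same suffix had an r of -0.103 across genes, and the crossed pairing of the libraries gave 632 genes. Log2 fold changes rose with the GC content of the transcripts (Spearman's rho = 0.394 across 11544 expressed genes), while the rho between the 2 UT replicates was 0.557. Once the trends with GC content and length were removed from each library, 598 of the 840 genes (71.2%) were still differentially expressed in the same direction, and 407 genes were called when the block was added to this correction.

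**Figure D1:**
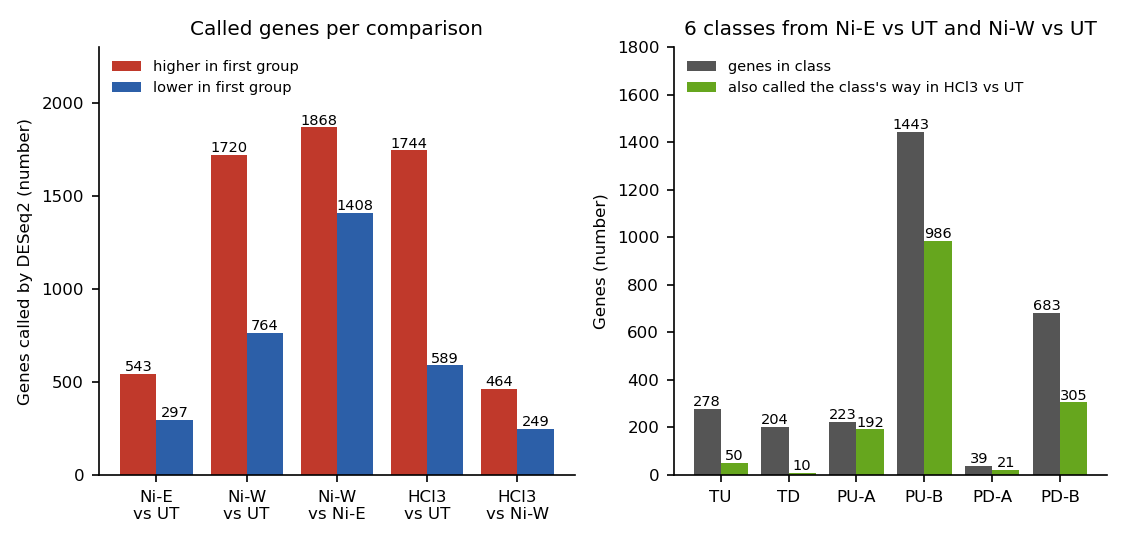
Numbers of differentially expressed genes (y axis) in each of the 5 comparisons, higher and lower in the first-named group (left), and in each of the 6 expression classes (right), all from DESeq2 with 2 libraries per group. Ni-W against UT had 2484 genes and Ni-E against UT had 840, and PU-B was the class with the most genes, 1443.

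Ni-W cells were compared with UT to find the genes that differed long after nickel had been removed. Of 15826 genes tested, 4918 had an adjusted P value under 0.05 and 2484 also changed by at least 1.5-fold, 1720 upward and 764 downward, with a median absolute log2 fold change of 1.12 and a median standard error of 0.23. The replicate block gave 2134 genes, and same-suffix deviations of Ni-W and UT had an r of 0.212. Removal of the GC and length trends left 2192 of the 2484 genes (88.2%), and 2069 genes were called with the block and this correction together. The direct comparison of Ni-W with Ni-E, which the definition of the classes does not itself test, called 3276 of 15989 genes, 1868 higher and 1408 lower in Ni-W. Under the replicate block this count was 2748, at an r of -0.0982 between same-suffix deviations, and with the block and the GC and length correction it was 2339.

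Genes were then sorted into 6 classes by their calls in Ni-E against UT and Ni-W against UT. Transiently upregulated (TU) genes were higher in Ni-E and not called in Ni-W, and transiently downregulated (TD) genes were lower in Ni-E and not called in Ni-W. Persistent genes were called in Ni-W, either with the same change already present in Ni-E (PU-A for upregulated and PD-A for downregulated genes) or with no call in Ni-E (PU-B and PD-B). There were 278 TU, 204 TD, 223 PU-A, 1443 PU-B, 39 PD-A and 683 PD-B genes. A further 96 genes were called in opposite directions in the 2 comparisons and belonged to no class. Of the 2388 persistent genes, 2126 were PU-B or PD-B, a share of 89.0% (95% Wilson interval 87.7 to 90.2%). The interval takes genes as independent and leaves out the spread between libraries, so it is too narrow. PU-B genes made up 86.6% of the 1666 upregulated persistent genes and PD-B genes 94.6% of the 722 downregulated ones. Of the 840 genes called in Ni-E, 262 (31.2%) were called in the same direction in Ni-W. With the replicate block the classes held 158 TU, 140 TD, 117 PU-A, 1298 PU-B, 29 PD-A and 643 PD-B genes, and the share of PU-B and PD-B was 93.0%. The share moved most, to 100%, with limma on RPKM values, which called 0 genes in Ni-E. A call in 1 comparison and none in the other does not show that they differ, so the direct comparison was also read. In Ni-W against Ni-E, 1062 PU-B genes (73.6%) and 529 PD-B genes (77.5%) were called in the direction of their class, and 197 TU and 141 TD genes were called in the opposite direction to their change in Ni-E. In Ni-E the median log2 fold change was 0.17 for PU-B genes and 0.00 for PD-B genes.

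Genes with the largest changes in each class are given with mean RPKM ± SD (n = 2 libraries) and hg19 positions. In class TU, PAGE5 (chromosome X, 55246792 to 55250541) rose from 0.24 ± 0.34 in UT to 8.56 ± 0.43 in Ni-E, a log2 fold change of 5.20 ± 1.78 (SE) with an adjusted P value of 0.0351, and had no reads in Ni-W. PVRL4 (chromosome 1, 161040781 to 161059385) rose from 0.260 ± 0.014 to 1.49 ± 0.48 (log2 fold change 2.47 ± 0.38, adjusted P value 1.21e-08). It was not called in Ni-W against UT with DESeq2 (0.95 ± 0.46, adjusted P value 0.104), and its adjusted P value there ranged from 0.0254 with edgeR to 0.104 with TMM size factors. In class TD, UBE2F-SCLY (chromosome 2, 238875587 to 239008054) was at least 23.2-fold lower in Ni-E (adjusted P value 1.17e-06), although this read-through gene overlaps UBE2F and SCLY on the same strand and its counts are uncertain. ARHGAP20 (chromosome 11, 110447759 to 110583912) fell from 0.260 ± 0.042 to 0.050 RPKM in Ni-E (log2 fold change -2.71 ± 0.63, adjusted P value 0.000474). In class PU-A, LRCH2 (chromosome X, 114345183 to 114468635) was at least 3.73-fold higher in Ni-E (adjusted P value 0.0468) and at least 130-fold higher in Ni-W (2.55e-16), where it reached 3.06 ± 0.40. OSBPL6 (chromosome 2, 179184971 to 179264160) was at least 4.39-fold higher in Ni-E (adjusted P value 0.00144) and at least 54.5-fold higher in Ni-W (9.99e-11), within a 10 Mb window whose median log2 fold change in Ni-W was 0.43.

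Class PU-B was led by ROBO1 (chromosome 3, 78646388 to 79817059), which had no reads in UT and 5.46 ± 0.035 RPKM in Ni-W, at least 379-fold higher (adjusted P value 5.23e-17). SYK (chromosome 9, 93589702 to 93660842) had no reads in UT or Ni-E and reached 3.15 ± 0.19 in Ni-W, at least 147-fold higher (adjusted P value 1.10e-13), in a window with a median log2 fold change of 0.39. In class PD-A, DPYSL3 (chromosome 5, 146770371 to 146889619) fell from 3.38 ± 0.035 in UT to 1.18 ± 0.21 in Ni-E and 0.790 ± 0.014 in Ni-W, with log2 fold changes of -1.58 ± 0.20 (adjusted P value 5.27e-13) and -2.19 ± 0.18 (1.29e-30). SEMA3D (chromosome 7, 84624872 to 84751247) had log2 fold changes of -0.77 ± 0.18 in Ni-E (adjusted P value 0.000424) and -1.85 ± 0.19 in Ni-W (1.08e-19). In class PD-B, CDH12 (chromosome 5, 21750973 to 22853731) was at least 19.9-fold lower in Ni-W (adjusted P value 1.04e-05). It was not called in Ni-E (log2 fold change 0.79 ± 0.36, adjusted P value 0.147), and its adjusted P value there ranged from 0.0475 with edgeR to 0.141 with TMM size factors. TLL1 (chromosome 4, 166794410 to 167025609) fell from 1.02 ± 0.0071 in UT to 0.020 ± 0.014 in Ni-W (log2 fold change -6.46 ± 0.61, adjusted P value 5.05e-24).

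Genes named in advance as examples of the classes, because the study had used them so, were followed in the same way. TAGLN (chromosome 11, 117070040 to 117075508) was TD, at 180 ± 2.6 RPKM in UT, 74.2 ± 19 in Ni-E and 225 ± 12 in Ni-W, with a log2 fold change of -1.34 ± 0.15 in Ni-E (adjusted P value 2.07e-17). GATM (chromosome 15, 45653322 to 45670980) rose from 0.055 ± 0.021 to 1.27 ± 0.14 in Ni-E and was 0.545 ± 0.064 in Ni-W. Its log2 fold change was 4.38 ± 0.60 in Ni-E (adjusted P value 5.73e-11) and 3.19 ± 0.71 in Ni-W (6.76e-05), which placed it in PU-A, in a window with a median log2 fold change of 0.43 in Ni-W. DSP (chromosome 6, 7541870 to 7586946) was PU-A, with log2 fold changes of 2.86 ± 0.22 in Ni-E (adjusted P value 1.84e-34) and 4.33 ± 0.17 in Ni-W (3.90e-132). CADM3 (chromosome 1, 159141414 to 159172932) was PU-B and at least 221-fold higher in Ni-W than in UT (adjusted P value 4.96e-19), in a window with a median log2 fold change of 0.25. CDKN2B (chromosome 9, 22002902 to 22009312) was PD-A, with log2 fold changes of -0.91 ± 0.17 in Ni-E (adjusted P value 3.43e-06) and -1.71 ± 0.12 in Ni-W (5.09e-44), and the median of its window was -0.62 in Ni-W. SELENBP1 (chromosome 1, 151336778 to 151345210) was PD-B, with a log2 fold change of 0.17 ± 0.22 in Ni-E (adjusted P value 0.723) and -5.91 ± 0.51 in Ni-W (1.34e-28). ZEB1 (chromosome 10, 31610064 to 31818742), a regulator of epithelial-mesenchymal transition, was PU-A, with log2 fold changes of 0.72 ± 0.23 in Ni-E (adjusted P value 0.0194) and 0.99 ± 0.20 in Ni-W (8.43e-06). CADM3, CDKN2B, TAGLN, LRCH2, ROBO1 and CDH12 each overlap another annotated gene on the opposite strand, and the use of strand in counting was not stated, so their counts are uncertain to that extent.

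**Figure D2:**
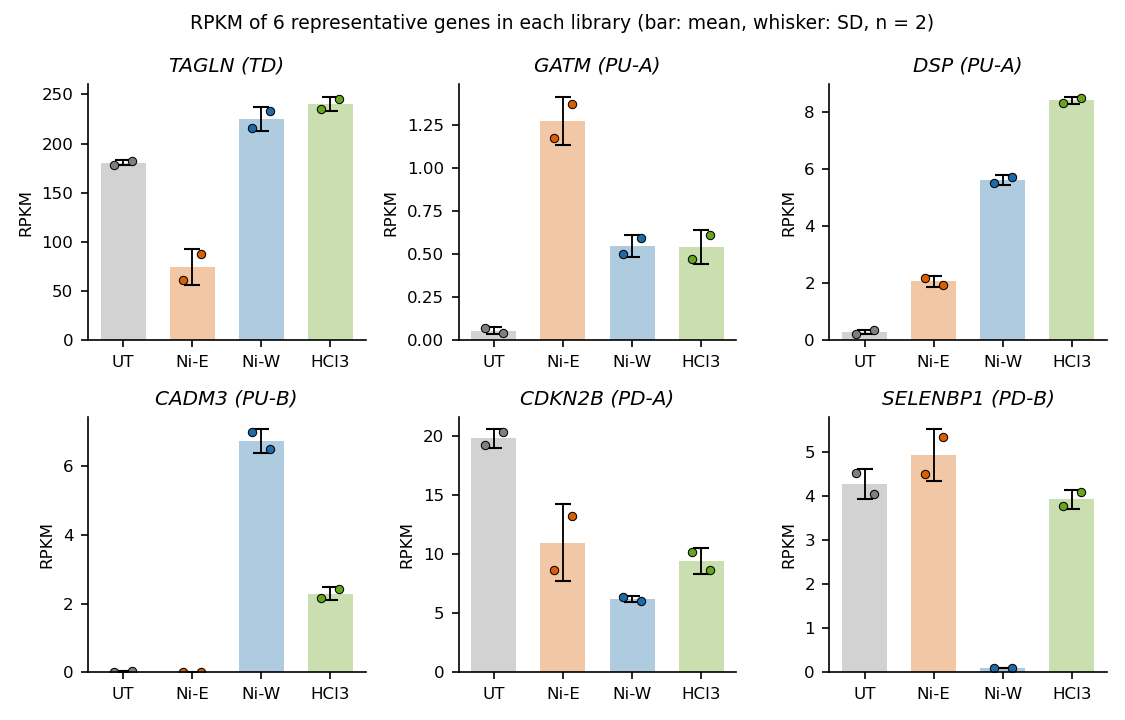
RPKM (y axis) of TAGLN, GATM, DSP, CADM3, CDKN2B and SELENBP1 in UT, Ni-E, Ni-W and HCl3 (x axis), with points for the libraries, bars for the mean and whiskers for the SD (n = 2). SELENBP1 was at 4.29 RPKM in UT, 0.090 in Ni-W and 3.94 in HCl3, and CADM3 was at 6.74 in Ni-W and 2.29 in HCl3.

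HCl3 was compared with UT to see whether the changes of Ni-W were present in another set of libraries with the same treatment text. Of 15766 genes tested, 2333 were differentially expressed, 1744 upward and 589 downward. The replicate block gave 1779 genes, at an r of -0.145 between same-suffix deviations of HCl3 and UT, and the crossed pairing gave 1880. After removal of the GC and length trends, 1857 of the 2333 genes (79.6%) were left in the same direction, and 1756 genes were called with the block added. Of the 2484 genes called in Ni-W, 1568 were called in the same direction in HCl3, an agreement of 63.1% (95% Wilson interval 61.2 to 65.0%). This interval also takes genes as independent and is too narrow. Agreement was 70.9% for the 1720 upregulated genes and 45.5% for the 764 downregulated genes, and 5 genes were called in the opposite direction. It moved most, to 57.2%, with the replicate block. Because both comparisons used the same UT libraries, each washed-out group was also set against a different UT library. The sign of the change was then shared by 96.7% of the 2484 genes in one arrangement of the UT libraries and 96.8% in the other. These genes had been called with both UT libraries, and a shared sign asks less than a shared call, so the effect of shared controls on the agreement is not removed by this. By class, 192 PU-A genes (86.1%), 986 PU-B genes (68.3%), 21 PD-A genes (53.8%) and 305 PD-B genes (44.7%) were called in the same direction in HCl3.

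**Figure D3:**
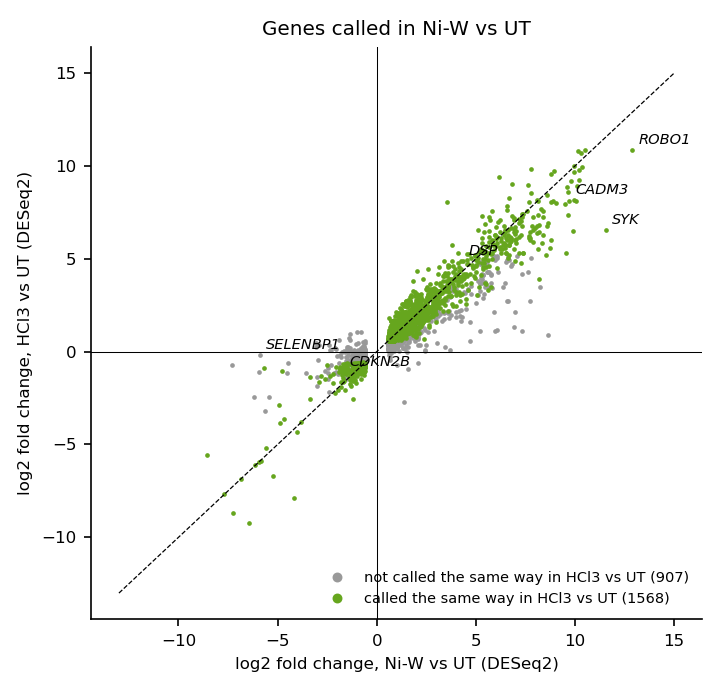
Log2 fold change against UT of genes called in Ni-W, with Ni-W on the x axis and HCl3 on the y axis, 1 point per gene (DESeq2, 2 libraries per group). The plot holds 2475 of the 2484 genes, since 9 had no reads in HCl3 or UT, and 1568 of the 2484 were called in the same direction in both.

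The direct comparison of HCl3 with Ni-W asked whether the washed-out groups differed from each other. It called 713 of 14956 genes, 464 higher and 249 lower in HCl3, and 432 of the 2484 genes called in Ni-W against UT (17.4%) were among them. With the replicate block the count was 455, at an r of -0.0515 between same-suffix deviations, and it was 444 with the block and the GC and length correction. Spearman's rho between log2 fold change and transcript GC content was 0.381 across 12126 expressed genes, and 601 of the 713 genes (84.3%) were still called in the same direction once the GC and length trends were removed. The largest increases in HCl3 were in NRK (chromosome X, 105066536 to 105202602), at least 30.6-fold higher than in Ni-W (adjusted P value 2.84e-08), and SELENBP1, with a log2 fold change of 5.72 ± 0.50 (SE, adjusted P value 1.72e-27). The largest decreases were in RCAN2 (chromosome 6, 46188467 to 46459804), at least 45.3-fold lower (adjusted P value 7.07e-09), and TSNAX-DISC1 (chromosome 1, 231664399 to 232177019), at least 54.4-fold lower (adjusted P value 2.14e-07). TSNAX-DISC1 is a read-through gene that overlaps TSNAX and DISC1 on the same strand, so its counts are uncertain.

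Gene lists fixed before the data were examined were used to follow processes linked to nickel, namely hypoxia-inducible genes, metallothioneins, mesenchymal genes and epithelial genes. Each list median was placed among 10000 random lists matched on expression. The 15 hypoxia-inducible genes had a median log2 fold change of 0.27 in Ni-E (percentile 99.8), 0.81 in Ni-W (percentile 100) and 1.06 in HCl3 (percentile 100). In Ni-W, 12 of the 15 were higher and 1 lower at an adjusted P value under 0.05 over all genes, and 13 higher and 1 lower when adjusted over the list alone. CA9 went from 0.655 ± 0.22 RPKM in UT to 7.04 ± 2.7 in Ni-W and 20.7 ± 0.96 in HCl3 (mean ± SD), while ADM fell in Ni-E, Ni-W and HCl3, by 2.04 on the log2 scale in Ni-W. The 12 mesenchymal genes had a median of -0.34 in Ni-E (percentile 0.11), 0.53 in Ni-W (percentile 99.9) and 0.82 in HCl3 (percentile 100). After adjustment over all genes, 5 of the 12 were lower and 1 higher in Ni-E, and 5 were higher and 2 lower in Ni-W. Adjustment over the list alone gave 6 lower and 1 higher in Ni-E and the same counts in Ni-W. FN1 rose from 6.98 ± 0.014 RPKM in UT to 82.4 ± 0.48 in Ni-W and 119 ± 2.6 in HCl3, and VIM, which a gene on the opposite strand overlaps, went from 1468 ± 72 RPKM in UT to 910 ± 117 in Ni-E and 904 ± 124 in Ni-W, and was 1521 ± 8.4 in HCl3 (log2 fold change against UT -0.00, adjusted P value 0.983). With the replicate block the hypoxia medians were 0.27, 0.81 and 1.14 and the mesenchymal medians -0.34, 0.53 and 0.83 in Ni-E, Ni-W and HCl3. The epithelial list had medians of 0.18 in Ni-E (percentile 90.9), 0.51 in Ni-W (percentile 97.1) and 0.52 in HCl3 (percentile 97.6), from 12 of its 13 genes. Metallothioneins had a median of 0.78 in Ni-E (percentile 97.2), 0.77 in Ni-W (percentile 83.0) and 1.14 in HCl3 (percentile 94.6). Several of the 8 metallothionein genes had almost no reads, and reads of these paralogs can be assigned to the wrong copy, so their values are uncertain. In Ni-E, 2 metallothioneins were higher at an adjusted P value under 0.05 over all genes. In Ni-W the one past this threshold, MT1E, was lower (log2 fold change -1.29, adjusted P value 1.49e-05), while MT2A and MT1X had log2 fold changes of 0.19 and 0.05, and in HCl3 1 was higher and 1 lower. Of the epithelial genes, 2 were higher in Ni-E, and 5 were higher and 2 lower in both Ni-W and HCl3. The metallothionein median in Ni-E and the epithelial medians in Ni-W and HCl3 lay near the upper limit of the middle 95% of random lists. With the block the medians in Ni-E, Ni-W and HCl3 were 0.94, 0.61 and 0.76 for metallothioneins and 0.15, 0.54 and 0.52 for epithelial genes. MT2A, at 250 ± 60 RPKM in UT and 447 ± 70 in Ni-E, had a log2 fold change of 0.78 in Ni-E (adjusted P value 3.27e-05).

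**Figure D4:**
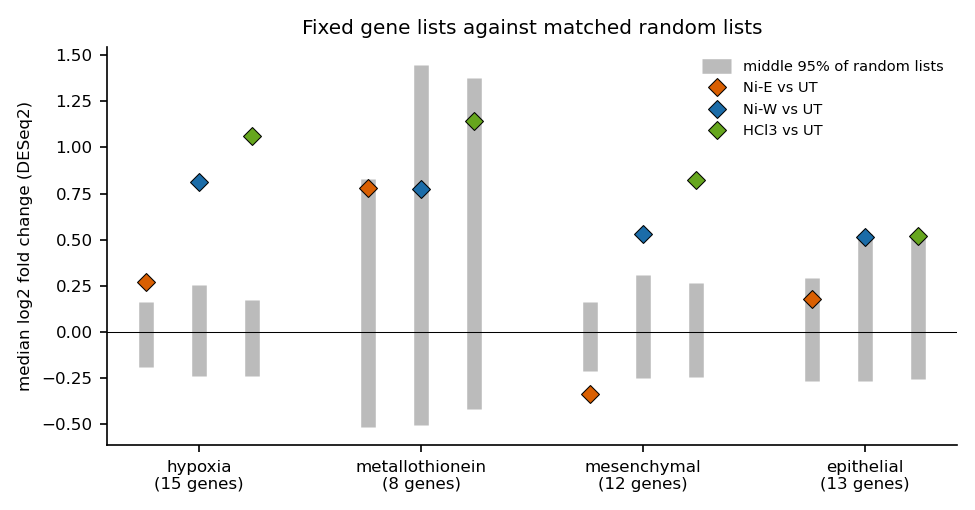
Median DESeq2 log2 fold change (y axis) of the 4 gene lists (x axis) in Ni-E, Ni-W and HCl3 against UT (diamonds), with grey bars for the middle 95% of 10000 random lists matched on expression. The hypoxia medians of 0.27, 0.81 and 1.06 lay above their bars, and the mesenchymal median was -0.34 in Ni-E and 0.53 in Ni-W.

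The position of the changes along the chromosomes was examined once genes had been called, with a shifted window defined before any window was examined. Expressed genes were grouped into windows of 10 Mb, and a window with at least 10 genes was called shifted when its median log2 fold change was at least 0.25 either way and at least 70% of its genes had the same sign. In Ni-E against UT, 4 of 279 windows were shifted, and shuffling the genes among positions gave at most 3. Of these 4 windows, 0 stayed shifted once the GC and length trends were removed. In Ni-W against UT, 66 of 280 windows were shifted, 46 upward and 20 downward, and shuffling the genes among positions 1000 times gave at most 7. These windows held 36.4% of the expressed genes called in Ni-W and 22.8% of all expressed genes. All 9 windows tested on chromosome 15 and 7 of 8 on chromosome 13 were shifted upward in Ni-W, with medians over the chromosomes of 0.44 and 0.38. HCl3 against UT had 65 shifted windows among 280, 30 upward and 35 downward, of which 11 of the 19 on chromosome 3 were downward. Of the 66 windows of Ni-W, 40 were shifted in the same direction in HCl3 and 47 in Ni-W against Ni-E.

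**Figure D5:**
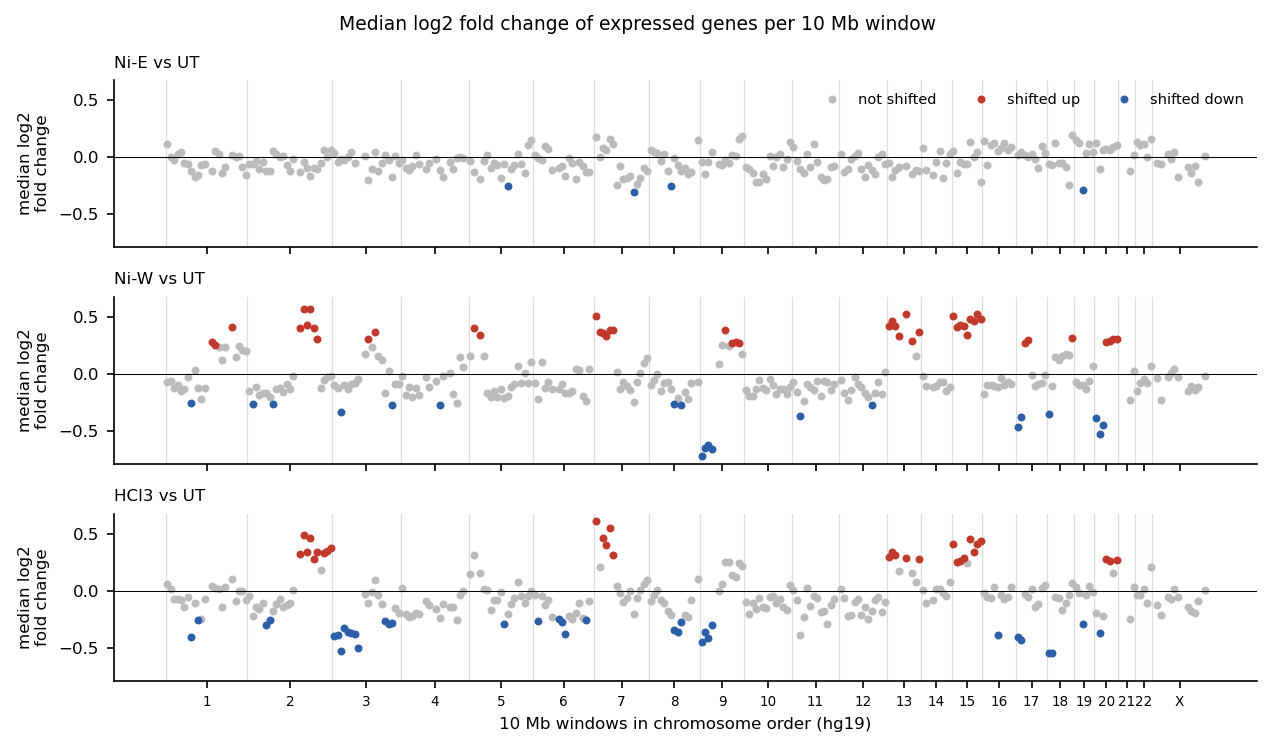
Median log2 fold change of the expressed genes in each 10 Mb window (y axis) in chromosome order (x axis, hg19) for Ni-E, Ni-W and HCl3 against UT, with 1 point per window, red for windows shifted upward and blue for windows shifted downward. There were 4 shifted windows in Ni-E, 66 in Ni-W and 65 in HCl3.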

Values the study reported

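The study reported 211 transiently upregulated (TU) and 114 transiently downregulated (TD) genes. It counted 1597 genes that stayed changed after nickel was removed. Of 1078 upregulated persistent genes, 115 (10.7%) were PU-A and 963 (89.3%) were PU-B. Among the downregulated persistent genes, 26 (5%) were PD-A and 493 (95%) were PD-B.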

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

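In this part, the removal of the GC and length trends and the subtraction of window medians were chosen after the results had been seen. So were the correlations with GC content and length in Ni-W against Ni-E, and most of the reading of windows. The other tests were set once genes had been called and before their own results were seen. Among these was the share of called genes in shifted windows for HCl3 against Ni-W. With 2 libraries per group, no library can be singled out as far from the rest of its group. Each result here is a difference between groups that rests on a direct comparison between them.

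HCl3 and Ni-W carried the same treatment text, yet 713 genes differed between them. Sequencing depth accounted for few of these calls, since 85.4% were left when all libraries were thinned to the smallest total. The share of counts taken by the 10 largest genes differed by 0.368 percentage points, and the correlation of log2 fold change with gene length was -0.0709 (Spearman's rho across genes). Windows of neighbouring genes that shifted together held 14.1% of the called genes. They numbered 29 of 281, 6 upward and 23 downward in HCl3, and 1000 shuffles gave at most 2. Of the 29, 17 stayed shifted once the GC and length trends were removed. GC content did relate to the difference, with a Spearman's rho of 0.381, and a part of the difference may therefore come from library preparation. Once the GC and length trends were removed, 84.3% of the 713 genes were still called in the same direction, so GC content does not explain the difference fully. The replicates of HCl3 differed among themselves along GC content as well, with a rho of -0.447, and 455 genes were called with the replicate block. The remaining biological explanation, that separately grown washed-out populations differ, was not tested, because the labels do not say how HCl3 and Ni-W are related, and they number the HCl3 libraries as experiments 3 and 4 and give no number for Ni-W.

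Among the class examples and the members of the gene lists, the genes called in HCl3 against Ni-W had the following log2 fold changes. In HCl3, CADM3 (-1.57), LRCH2 (-1.04), ROBO1 (-2.02) and SYK (-5.02) were lower than in Ni-W, although each was higher than in UT. CDKN2B (0.59) and SEMA3D (1.05) were higher than in Ni-W and still lower than in UT. SELENBP1 (5.72) was called lower than in UT in Ni-W and not in HCl3, with a log2 fold change of -0.19 in HCl3 against UT. RCAN2 (-9.62, at least 45.3-fold lower) had reads in Ni-W and none in the other groups, and NRK (9.32, at least 30.6-fold higher) had reads in HCl3 and none in Ni-W. TSNAX-DISC1 (-8.66, at least 54.4-fold lower) shares its exons with overlapping genes, so reads assigned between these genes may account for its change, and the 85.4% of calls left after thinning say nothing about that assignment. Of the gene lists, ANGPTL4 (1.95), CA9 (1.55) and TGFBI (1.18) were higher in HCl3 than in Ni-W and called higher than UT in both, and EGLN3 (1.74) was called higher than UT in HCl3 and not in Ni-W. ADM (1.24) was lower than in UT in both groups and less so in HCl3. VIM (0.73), COL1A1 (0.92) and MT1E (0.73) were called lower than UT in Ni-W and not called in HCl3. ROBO1 lay in a 10 Mb window with a median of -0.50 in HCl3 against Ni-W, and CA9 in one with a median of 0.41, so a part of the change of each was shared with its neighbours. No technical explanation was tested for these genes one by one.

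The direct comparison of Ni-W with Ni-E called 3276 genes, more than either group against UT. Spearman's rho between log2 fold change and gene length was 0.310 across genes, and that with GC content -0.178. The count was 3124 with thinned libraries and 2938 once the GC and length trends were removed, and 2501 of the 3276 genes (76.3%) were left in the same direction after that removal. Depth, GC content and length may thus account for a part of these calls and not for most of them. Neighbouring genes also moved together here, with 62 of 281 windows shifted, against at most 12 in 1000 shuffles. These windows held 32.4% of the expressed genes called, and 2584 genes were called once window medians were subtracted. Regional shifts may thus account for a part of the calls too. Among the explanations that remain are the removal of nickel, the months of culture that followed, the origin of Ni-W from a single cell and a difference between experiments, since the labels number Ni-E as experiment 2 and give no number for Ni-W. The design cannot tell these apart.

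In the 2 comparisons against UT, 96 genes were called in opposite directions, 42 higher in Ni-E and lower in Ni-W and 54 the other way. Noise in the shared UT libraries moves both comparisons the same way, so it cannot produce this pattern. All 96 were also called in Ni-W against Ni-E, which adds little because the genes were chosen for that difference. In HCl3 against UT, 64 of the 96 (66.7%) were called in the same direction as in Ni-W and 0 in the opposite direction, although UT libraries are shared here too. No further technical explanation was tested for these genes, and a biological one was not tested either.

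The gene lists also differed between groups. The hypoxia list had a median log2 fold change of 0.49 in Ni-W against Ni-E and 0.43 in HCl3 against Ni-W, and the mesenchymal list of 0.55 and 0.17. Scaling of the libraries was tested for the hypoxia list, whose median in Ni-W against UT was 0.81 under TMM size factors as under the default ones. As the 2 ways of scaling hardly differed, this says little about scaling. A factor common to all genes would move the random lists equally, and the middle 95% of these lay between -0.24 and 0.26 in that comparison. With the GC and length trends removed, the mesenchymal medians against UT were 0.57 in Ni-W and 0.85 in HCl3, in place of 0.53 and 0.82. The gap between the groups changed little for this list. The hypoxia medians were then 0.87 in Ni-W and 1.24 in HCl3, in place of 0.81 and 1.06, so that gap became wider. The direct comparisons of these lists were not repeated with the trends removed.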

How the results depend on the processing

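The alternatives added to those set beforehand (a minimum RPKM, subtraction of window medians, removal of the GC and length trends, the crossed block, the block for the lists and HCl3 in place of Ni-W) were chosen after the data were seen. Of 356 values recomputed for the counts, shares, spreads and list medians, 260 stayed within a limit set for each kind of value. For counts this was 1.5 times the count, and for shares and spreads the interval around the value reported. For list medians it was the spread between replicates or the same side of the middle 95% of random lists. A further 85 moved past their limit, 3 became weaker and 8 stronger, and 0 reversed. Small changes can pass the limit for shares and spreads, as the edgeR share of 87.4% against 89.0% did. The intervals used as limits leave out the spread between libraries. The SD of log2(RPKM + 1) was set against the limit of the coefficient of variation, which is on another scale. Counts without a replicate hold only genes already called, so they can only fall. The totals thus measure stability only loosely. TMM size factors, a minimum mean count of 10 and thinning left each of the gene counts and classes within 1.5 times, and HCl3 in place of Ni-W, run for the classes and the share of PU-B and PD-B, left each class within 1.5 times. Summing genes with the same symbol was not run, since no symbol was repeated. The cause of the changes below was not tested unless stated.

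Without a fold threshold, 1679 genes were called in Ni-E against UT, 4918 in Ni-W against UT, 6274 in Ni-W against Ni-E, 4945 in HCl3 against UT and 2476 in HCl3 against Ni-W, with 423 TU, 473 TD, 2278 PU-B, 154 PD-A and 1857 PD-B genes and an agreement of HCl3 with Ni-W of 68.2%. At 2-fold, the 5 counts were 418, 1368, 1619, 1308 and 369 in the same order, with 145 TU, 83 TD, 144 PU-A, 12 PD-A and 203 PD-B genes and an agreement of 67.3%.

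With limma on log2(RPKM + 1), 0 genes were called in Ni-E against UT, so TU, TD, PU-A and PD-A each held 0 genes and the share of PU-B and PD-B was 100%. At an unadjusted P value under 0.05, 556 genes passed 1.5-fold. The other counts were 1409 in Ni-W against UT, 1989 in Ni-W against Ni-E, 1305 in HCl3 against UT and 247 in HCl3 against Ni-W, with 416 PD-B genes and an agreement of 58.5%. With log2(RPKM + 0.1), Ni-E against UT again had 0 genes (1523 at an unadjusted P value under 0.05), as had TU, TD, PU-A and PD-A, the share was 100%, HCl3 against Ni-W had 267 genes and agreement was 60.3%. In the simulated libraries, drawn from the model that DESeq2 assumes, limma recovered 93 of 200 changed genes and DESeq2 196, so limma can miss changed genes. The simulation does not show why Ni-E against UT fell to 0. With log2(RPKM + 0.1), Ni-W against UT had 2334 genes and Ni-W against Ni-E 3176, although HCl3 against Ni-W fell to 267.

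The replicate block gave 491 genes in Ni-E against UT, 455 in HCl3 against Ni-W, 158 TU and 117 PU-A genes, a share of PU-B and PD-B of 93.0% and an agreement of 57.2%. With the block and the GC and length trends removed, Ni-E against UT had 407 genes and HCl3 against Ni-W 444. Removing these trends alone moved the share to 90.3%. One fit of all 8 libraries gave 371 PU-A genes, a share of 83.6% and an agreement of 65.1%, and edgeR gave a share of 87.4% and an agreement of 65.5%. Classes that also required a call in Ni-W against Ni-E gave a share of 85.9%. A minimum mean RPKM of 1 left 135 PU-A and 941 PU-B genes and an agreement of 60.1%. Subtraction of window medians left 22 PD-A and 422 PD-B genes and an agreement of 66.3%. The share of persistent genes in PU-B or PD-B was thus between 83.6 and 100% across the alternatives, and the agreement between 57.2 and 68.2%.

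Leaving out a replicate leaves 1 library in an arm and no test, so called genes that kept a 1.5-fold change were counted. Only genes already called with all libraries could be counted, so these counts can only fall and test stability weakly. From 716 to 808 of the 840 genes of Ni-E against UT kept it across the 4 fits, and these counts stayed within 1.5 times for the other comparisons and classes. List medians in these fits were taken from mean normalized counts with 0.5 added and not from DESeq2. The hypoxia median ranged from 0.17 to 0.40 in Ni-E, from 0.73 to 1.03 in Ni-W and from 0.98 to 1.36 in HCl3, each against UT. The metallothionein median ranged from 0.87 to 1.05 in Ni-E, from 0.34 to 0.57 in Ni-W and from 0.31 to 0.99 in HCl3. The DESeq2 medians of this list (0.78, 0.77 and 1.14) lie outside these ranges, so the change of estimate and the loss of a replicate cannot be told apart for it. The epithelial median ranged from 0.00 to 0.36 in Ni-E, from 0.45 to 0.63 in Ni-W and from 0.38 to 0.61 in HCl3. For the mesenchymal list the range was -0.47 to -0.21 in Ni-E, 0.38 to 0.63 in Ni-W and 0.78 to 0.87 in HCl3. On log2(RPKM + 1) values, the epithelial median in HCl3 was 0.12 and no longer outside the middle 95% of random lists, whereas that in Ni-W (0.23) and the metallothionein medians in Ni-E (0.46) and HCl3 (0.17) moved outside it. With the replicate block, the epithelial median was 0.54 in Ni-W and moved outside this range, that in HCl3 (0.52) moved inside, and the metallothionein median in Ni-E (0.94) moved outside. With the GC and length trends removed, the same 3 changes occurred at 0.58, 0.45 and 0.84, and the metallothionein median in HCl3 (1.49) moved outside. The standing of the metallothionein and epithelial lists among random lists thus depended on the processing. The direction of each list median was kept under the alternatives run, although the epithelial median in Ni-E came down to 0.00 without one Ni-E replicate and was -0.02 in one pair of a Ni-E and a UT library.

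The spread between replicates, as the SD of log2(RPKM + 1), was 0.139 in UT, 0.132 in Ni-E, 0.105 in Ni-W and 0.0861 in HCl3. These SDs are in log2 units and keep counting noise, so they are not on the scale of the coefficient of variation. With a minimum mean count of 100 the coefficient of variation was 0.0981 in UT, 0.0901 in Ni-E and 0.0678 in Ni-W, and with thinned libraries it was 0.0915 in Ni-E and 0.0680 in Ni-W. Among the named genes, 69 values were checked with edgeR and TMM size factors, 67 stayed on the same side of the threshold, and PVRL4 in Ni-W and CDH12 in Ni-E against UT passed it with edgeR only. Depth limited the genes near the floor, such as LRCH2 in Ni-E, whose fold changes are lower bounds.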

Other observations

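In this part, the tests of changes private to one washed-out group, of the GC content of Ni-E, of the removal of the GC and length trends and of the windows, other than the share of called genes in them, were chosen after the results had been seen, and the others once genes had been called and before their own results were seen.

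More genes were called in Ni-W against UT (2484) than in Ni-E against UT (840). Depth was one candidate explanation, and the ratio of the counts was 3.13 after thinning. The larger spread between Ni-E replicates was another, and with one estimate of the spread for all 8 libraries the ratio was 2.33. The correlation of log2 fold change in Ni-W with GC content was 0.0471 and with gene length 0.169 (Spearman's rho across genes), and the ratio was 3.61 once both trends were removed. The share of the 10 largest genes differed by 0.294 percentage points. Shifted windows held 36.4% of the called genes. With window medians subtracted, 1985 genes were called in Ni-W and 764 in Ni-E, so the subtraction took away more calls in Ni-W. With the replicate block the counts were 2134 and 491. Against a ratio of 2.96 in the calls as reported, the common estimate of the spread gave a lower ratio, and thinning and removal of the trends gave higher ones. These 3 settings, the subtraction and the block all left more genes called in Ni-W. A hypothesis is that the excess reflects what happened to the cells after nickel was removed. Ni-W is described as a population grown from a single cell and kept in culture for over 6 months. The samples hold no clone of untreated cells of the same age. Effects of nickel, of selection of one cell, of time in culture and of the experiment thus cannot be told apart in these samples. The paper reports profiles similar to Ni-W in cells examined soon after wash-out, and proposes that the changes were set then. Those cells were not analysed here.

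The calls of Ni-E against UT carry their own limit. Spearman's rho between log2 fold change and GC content was 0.394, and the 2 UT replicates differed from each other by a rho of 0.557. A GC trend of this size may thus arise between replicates alone, and the changes in Ni-E cannot be told apart from it where they are small. After removal of the GC and length trends, 71.2% of the genes were left, so the trends do not explain the calls as a whole.

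PU-B and PD-B genes rest on the absence of a call in Ni-E. Of these genes, 25.2% lacked a call in the same direction in Ni-W against Ni-E. This share cannot tell whether they had already changed in Ni-E by too little to be called, because they were chosen for a call in Ni-W and none in Ni-E. In Ni-E, 30 PU-B and 21 PD-B genes had an adjusted P value under 0.05 in the direction of their class with less than a 1.5-fold change, and 189 and 61 had an unadjusted P value under 0.05. The classes were chosen on the same UT libraries, so shared noise in UT can give such P values too, and 60.1% of PU-B and 49.2% of PD-B genes had the sign of their class in Ni-E. An early change of small size is neither shown nor ruled out by these values. They were also compared with HCl3. Among PU-B genes, 31.7% were not called in the same direction in HCl3 against UT, against 55.3% of PD-B genes. A gene missing the threshold in HCl3 is not shown to differ there, so these shares do not show how many changes were private to Ni-W. The median log2 fold change of PD-B genes was -0.77 in Ni-W and -0.58 in HCl3, which is close to the 1.5-fold threshold. In the direct test, 242 PU-B genes (16.8%) and 109 PD-B genes (16.0%) differed between HCl3 and Ni-W.

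Neighbouring genes moved together in both washed-out groups, and 66 windows were shifted in Ni-W. Chance placement gave at most 7 shifted windows in 1000 shuffles. A change in the UT cells would have left Ni-W against Ni-E without the same shifts, and 71.2% of the windows were shifted there too. After removal of the GC and length trends 69.7% of the windows were still shifted, and without the called genes 54.5% were, so a few strongly changed genes do not account for most of them. Of the shifted windows, 68.2% lay beside a window shifted in the same direction, with all 9 windows tested on chromosome 15 among them. On chromosome 20 the 3 windows up to position 30000000 were shifted downward in Ni-W and the 4 beyond it upward. On chromosome 9 the 4 windows shifted downward lay before position 40000000, and the 4 shifted upward lay beyond it. On chromosome 7, 6 of 16 windows were shifted upward and 0 downward. Gain or loss of chromosome segments in the cells from which Ni-W and HCl3 were grown would give such runs. Regional changes of chromatin are not ruled out. Counts of RNA cannot tell these apart, and a measurement of DNA copy number would. Once the median of their window was taken away, 27.2% of PU-B and PD-B genes together were under 1.5-fold, 19.4% of PU-B and 43.8% of PD-B genes. With this subtraction made in both comparisons the classes held 422 PD-B and 22 PD-A genes in place of 683 and 39. Of PD-B genes, 31.2% lay in a window shifted either way, against 38.3% of PU-B genes. These shares do not separate windows by direction, so they cannot tell whether PD-B genes depended more on the shifts. The changes of PD-B genes lay nearer to the threshold, so their larger loss does not show it either.

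Each of the class counts was higher here than the value quoted above. By more than 1.5 times this held for TD, PU-A and the upregulated persistent genes. The number of TD genes here was 204. That is higher than the value quoted from the study. PU-A genes numbered 223 here. That too is higher than the quoted value. Upregulated persistent genes came to 1666 here. This is again higher than the quoted value. GATM, an example of TU genes in the study, was called PU-A here. With a minimum mean RPKM of 1, chosen after the data were seen, there were 176 TD, 135 PU-A and 941 PU-B genes. With the replicate block there were 140 TD, 117 PU-A and 29 PD-A genes, and with the GC and length trends removed 214 TU and 157 TD genes. Each of these counts is closer to the quoted value than the count reported here. Removal of the trends also gave 1557 PU-B genes in place of 1443, which is further from the quoted value. More than one setting thus moves some of the counts towards the study, and removal of the trends moves PU-B away from it. Which setting accounts for the difference cannot be told from these data.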
